A study of Homo sapiens with 36 samples. Its data were reported in "Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation" (2022).

How the data were processed

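Primary endothelial cells of the human aorta were exposed, as confluent cultures, to a single X-ray dose of 0, 1, 2, 4, 8 or 10 Gy and collected 24 or 72 h later. RNA from each of the 12 combinations of dose and time was sequenced from 3 libraries, 36 in all. The groups and the replicate numbers were taken from the sample labels. The authors describe the experiments as done in triplicate and the labels number controls and sets, but neither says whether the replicates of a group came from separate cultures or donors, so the p-values given here measure the spread between these libraries, which may be technical. The protocol names both the removal of ribosomal RNA and capture on oligo-dT beads. A set of noncoding RNAs without the tails that such beads bind, among them RN7SK and RMRP, took 8.76 to 10.8% of group counts. This argues against capture on these beads alone, but the protocol does not settle which RNA classes were kept by design. The libraries were made by a strand-marking kit, but the sources used here do not say whether the counting used strand, and genes that overlap on opposite strands are therefore uncertain.

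The authors discarded reads with adapters, with many undetermined bases or of low quality, aligned the remaining reads to the human genome build hg38 with HISAT2, and name HTSeq for assigning reads to genes and StringTie for transcript levels. The deposited table holds expected counts (estimated counts per gene, not scaled for depth), in which 5.96 to 7.18% of the values of a library are fractional. The authors tested differences with DESeq and DESeq2 and used edgeR for markers. Which of their tools produced fractional counts is not given in the sources used here, nor is the annotation they used. Genes that share reads with near-identical copies, such as the core histone genes, can gain or lose counts to one another in such an estimate and are named as uncertain.

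The table lists 58381 genes, of which 33988 had a count in at least 1 library. Of its gene identifiers, 57754 (98.9%) matched GENCODE release 44 on hg38, which supplied gene classes and positions only. Every column of the table was used, and none of its entries lacked a gene. The expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Totals ran from 17.6 to 28.4 M counts per library with a median of 21.4 M, and the deepest library held 1.61 times the counts of the shallowest. Genes were kept by filterByExpr with the 12 groups, which left 15964 genes, 12808 of them protein coding. Libraries were scaled by TMM with factors between 0.95 and 1.04. A quasi-likelihood model (glmQLFit, robust) was fitted to all 36 libraries with 1 mean per group and no term for the replicate number, which left 24 residual degrees of freedom and a common biological coefficient of variation of 0.0877. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.05 and its fitted fold was at least 1.5 in either direction. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic.

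Each dose was compared with 0 Gy at the same time, each dose with the next lower irradiated dose, and 0 Gy at 72 h with 0 Gy at 24 h. The difference of each dose effect between the 2 times was tested as an interaction. Genes called in the same direction at all 5 irradiated doses were counted at each time. Because these 5 comparisons share 3 control libraries, 20 sets of unchanged groups were simulated against the same controls for comparison. The 3 controls cannot be divided into parts of at least 2 libraries, so no estimate with separate controls was made.

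The 32 gene lists covered pathways of the radiation response and of endothelial function, markers of endothelium and of other cell types, signs of RNA quality and the 2 marker sets chosen by the study on these same samples. Older symbols were matched by hand. The 31 lists with at least 5 measured members were tested with camera in limma 3.58.1 on log2 CPM (counts per M of the scaled library total) with a prior count of 2, an inter-gene correlation preset at 0.01 and adjustment over 310 tests. The same test with the correlation estimated from the data is given where it changed a call. Members called over all tested genes were counted, and members called with p adjusted over the list alone were counted beside them. Principal components were computed from the 2000 most variable genes.

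The genes named in the text follow a rule, and statements on the largest changes hold among the genes it admits. It takes all genes of the 2 marker sets of the study. At each dose it adds, among called genes with a mean of at least 5 CPM and no overlap between the 3 irradiated and 3 control libraries, the 5 largest rises and the 5 largest falls, or 10 of each at 10 Gy. It also takes the 4 members of each list with the smallest p at 10 Gy, the 10 strongest genes called at all 5 doses at each time, the 5 largest changes in each direction for interactions, neighbouring doses and time, and 13 fixed genes. Without any effect, 10% of genes would show no overlap between 3 and 3 libraries in either direction. The groups, comparisons, lists, naming rule and most alternatives were fixed before the data were examined.

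The alternatives were DESeq2 size factors, library totals without TMM, no filter on low counts, the DESeq2 1.42.0 Wald test, the edgeR likelihood ratio test, fits to the compared groups alone, a fold threshold of 2, the replicate number as a block and the removal of each library in turn. For the lists, an estimated correlation was added. After the data had been seen, fits were added with a correction for GC content in 20 bins, without 3 libraries beyond 20 on the third principal component, and with protein-coding genes alone. Other divisions of the same libraries were also fitted to see how many genes they called.

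The scripts were tested on simulated data drawn from the means and depths of the real libraries, with 200 changed genes, 50 at each fold. In a simulation of 10 against 0 Gy at 72 h over 15705 genes, 24 of 50 genes changed 1.5-fold were called (48%, or 92% at adjusted p alone), since the fitted fold falls below the threshold in about as many cases as above it. Of the genes changed 2-fold, 3-fold and 4-fold, 96%, 100% and 96% were called, and 3 of 15505 unchanged genes were called. No pair of libraries within a group agreed within counting noise (chi-square per degree of freedom from 4.41 to 52.1), so none was treated as a duplicate. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures.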

Results

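RNA from irradiated and unirradiated endothelial cells of the human aorta was counted in 36 libraries, 3 for each of 6 doses at 24 h and at 72 h. The study asked which transcripts tell exposed cells from unexposed ones and which tell one dose from another. Library totals lay between 17.6 and 28.4 M counts. In the text, log2 fold changes are given ± SE from the edgeR fit, levels are in CPM (counts per M of the scaled library total) ± SD over n = 3 libraries, and p-values are adjusted by the Benjamini-Hochberg method. Protein-coding genes took 85.1 to 87.5% of the counts of a group on average. A fixed set of named noncoding RNAs, among them RN7SL1, RN7SK and RMRP, took 8.76 to 10.8%. This set is not the whole class of small noncoding RNAs.

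The libraries were ordered by dose and time. The first principal component held 29.3% of the variance of the 2000 most variable genes and rose with dose at 72 h and up to 8 Gy at 24 h, and the second, with 13.3%, parted the 24 h from the 72 h libraries of each dose. The third held 7%. On it, replicate 2 of 1 Gy at 24 h (29.08), replicate 3 of 2 Gy at 24 h (−20.31) and replicate 2 of 0 Gy at 72 h (20.34) lay beyond 20 in either direction, with replicate 3 of 8 Gy at 24 h (−17.86) and replicate 2 of 2 Gy at 24 h (15.83) next, so they form no separate set. This component followed the share of the named noncoding RNAs only in part. Replicate 2 of 1 Gy at 24 h and replicate 2 of 0 Gy at 72 h had low shares (7.61 and 7.93%). Replicate 3 of 8 Gy at 72 h had a high share (12.59%) but scored −0.22.

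**Figure D1:**
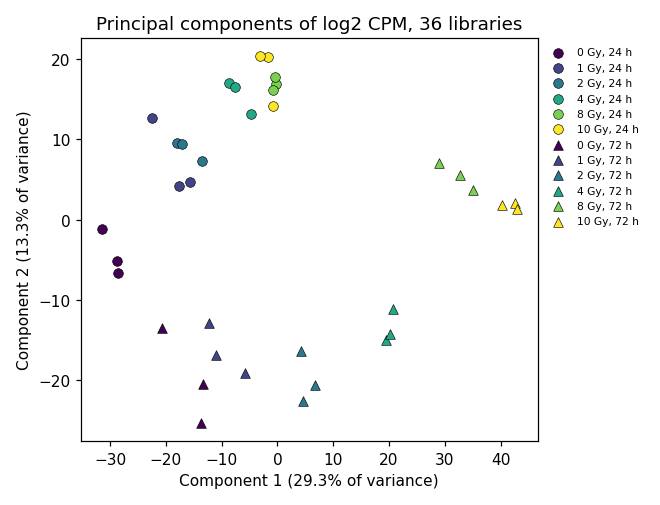
Scores of the 36 libraries on the first principal component (29.3% of the variance) and the second (13.3%), computed from log2 CPM of the 2000 most variable genes. Each point is 1 library, with dose and time marked. The 3 libraries of 10 Gy at 72 h lie at the far end of the first axis.

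At 24 h after 1 Gy, transcripts needed for cell division were lower than in unirradiated cells, while CDKN1A and MDM2 did not pass the threshold, although the p53 targets were higher as a group. MKI67, a proliferation marker, fell by 0.82 ± 0.12 on the log2 scale from 233 ± 6.9 CPM. RRM2, the small subunit of ribonucleotide reductase, went from 71.8 ± 3.26 to 38.4 ± 1.27 CPM, a log2 fold change of −0.90 ± 0.07. IQGAP3, a scaffold protein linked to proliferation, fell by 1.01 ± 0.08 and the thymidine kinase gene TK1 by 1.19 ± 0.14. CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had a log2 fold change of 0.13 ± 0.10 (adjusted p = 0.51). MDM2, which encodes the ubiquitin ligase of p53, had 0.37 ± 0.07 (adjusted p = 0.00024), below the 1.5-fold threshold.

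The largest falls at 1 Gy were in HIST1H3B (−1.42 ± 0.16), HIST1H2BB (−1.37 ± 0.20), KIF18B (−1.21 ± 0.12), TK1 and HIST1H3C (−1.18 ± 0.15). Core histone genes have near-identical copies, so how the reads were divided among them is uncertain, whereas the linker histone gene HIST1H1B, which fell by 1.08 ± 0.10, is more distinct. The higher genes included the homeobox gene HLX (0.62 ± 0.13), the splicing kinase gene CLK1 (0.60 ± 0.09) and SELE (0.97 ± 0.28, adjusted p = 0.033), which encodes E-selectin, an adhesion molecule that captures leukocytes. In all, 330 genes were called, 61 higher and 269 lower. The call of SELE at this dose was lost without any single control library and without replicate 3 of 1 Gy, where its log2 fold change was 0.46. That of HLX was lost without replicate 2 of the controls (0.50), and that of CLK1 without replicate 1 (0.58) or 3 (0.54) of the controls or replicate 2 of 1 Gy (0.57).

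After 2 Gy at 24 h genes of proliferation and histone genes were again lower, and SELE was again higher. MKI67 fell to 109 ± 11.5 CPM (−1.09 ± 0.12), RRM2 fell by 1.21 ± 0.07 and HIST1H1B by 1.57 ± 0.10. The largest falls were in HIST1H3B (−1.80 ± 0.16), HIST1H2AH (−1.76 ± 0.20) and HIST1H3J (−1.75 ± 0.22). SELE rose by 1.16 ± 0.28, VWCE, an extracellular protein with von Willebrand factor C domains, by 0.67 ± 0.14, and the cytokine gene IL32 by 0.60 ± 0.17. CDKN1A stood at 0.42 ± 0.10 (adjusted p = 0.0064) and MDM2 at 0.56 ± 0.07, both under the fold threshold. There were 376 called genes, 65 higher and 311 lower. The calls of SELE and IL32 were lost without replicate 3 of 2 Gy, where they stood at 0.88 and 0.50. That of SELE was also lost without replicate 3 of the controls (1.04), and that of IL32 without replicate 1 (0.50) or 2 (0.53).

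After 4 Gy at 24 h, CDKN1A, MDM2 and FAS passed the threshold, among 4 of 38 p53 targets that did, and MKI67 and HIST1H1B were lower than after 2 Gy. CDKN1A rose by 0.73 ± 0.10, MDM2 by 0.85 ± 0.07 to 1320 ± 48.2 CPM, and FAS, a death receptor gene, by 0.68 ± 0.08. MKI67 fell to 49.4 ± 1.4 CPM (−2.24 ± 0.12) and HIST1H1B to 13.8 ± 0.794 CPM (−2.52 ± 0.11). The replication factor gene MCM10 fell by 2.57 ± 0.22. VWCE rose by 0.97 ± 0.14 and MAMDC2, which encodes a proteoglycan, by 0.82 ± 0.10. Of 642 called genes, 161 were higher and 481 lower. RN7SL1, the signal recognition particle RNA, had a log2 fold change of −5.57 ± 1.48, but this rested on replicate 1 of the controls, without which it was −1.28 and not called.

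At 8 and 10 Gy at 24 h the rises grew in number and the falls of the histone genes deepened. EPS8L2, an actin regulator, rose from 2.02 ± 0.795 to 11.5 ± 0.206 CPM at 10 Gy, by 2.51 ± 0.19, after 2.43 ± 0.19 at 8 Gy. The axon guidance gene DRAXIN rose by 1.61 ± 0.18 and 1.81 ± 0.18, VWCE by 1.58 ± 0.13 and 1.79 ± 0.13, and FAS by 1.23 ± 0.07 and 1.43 ± 0.07. CDKN1A reached 519 ± 29 CPM at 8 Gy and 539 ± 31.8 CPM at 10 Gy, from 219 ± 14.1 CPM in the controls. MDM2 reached 1660 ± 82.3 and 1740 ± 71.6 CPM, from 733 ± 23.1 CPM. GDF15, a stress-induced cytokine gene, rose by 1.07 ± 0.21 and 1.00 ± 0.22. MKI67 stood at 32.4 ± 5.21 and 36.8 ± 0.644 CPM and HIST1H1B at 4.81 ± 0.194 and 4.48 ± 0.591 CPM.

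At 10 Gy at 24 h EGR1, PTGS2 and NFKBIZ were called for the first time. The immediate early transcription factor gene EGR1 rose from 2.7 ± 0.734 to 11.8 ± 2.65 CPM (2.12 ± 0.23), and was −0.25 ± 0.25 at 8 Gy. PTGS2, which encodes cyclooxygenase 2, rose by 1.59 ± 0.13, and NFKBIZ, a regulator of nuclear factor kappa B, by 1.44 ± 0.09 to 49.6 ± 1.65 CPM. The potassium channel gene KCNJ2 rose by 1.29 ± 0.08 and the sulfotransferase gene GAL3ST4 by 1.39 ± 0.17. CLK1, which was higher after 1 Gy, returned to the control level at 10 Gy. It stood at 72.6 to 97.3 CPM from 1 to 8 Gy, 54.2 to 60.4 CPM at 10 Gy and 49.5 to 61.1 CPM at 0 Gy. Whether the steps of EGR1 and CLK1 at 10 Gy come from dose or from another difference of these libraries was not tested. Among called genes with a mean of at least 5 CPM, the other largest falls at 10 Gy were in HIST1H3J (−4.79 ± 0.30), HIST1H2AH (−4.13 ± 0.25), HIST1H3C (−4.05 ± 0.19), HIST1H3B (−3.82 ± 0.19), the protease gene FAM111B (−3.81 ± 0.20) and HIST1H2BO (−3.53 ± 0.20). PECAM1, CDH5 and VWF, which mark endothelium, stood at 0.24 ± 0.06, 0.29 ± 0.06 and 0.14 ± 0.10, and VCAM1, an adhesion molecule gene, at 0.13 ± 0.38. The chemokine gene CXCL8 fell by 0.62 ± 0.11 at 8 Gy, a call lost without replicate 1 (−0.58) or 2 (−0.57) of the controls or replicate 1 of 8 Gy (−0.55). There were 878 called genes at 8 Gy, 301 higher and 577 lower, and 1016 at 10 Gy, 395 higher and 621 lower.

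**Figure D2:**
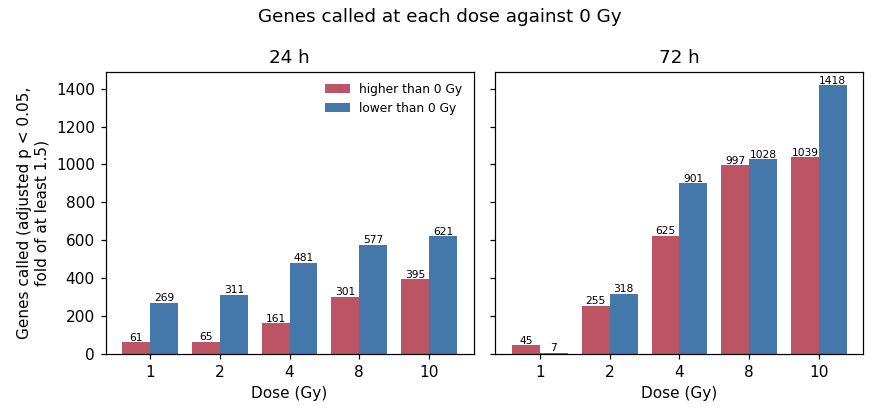
Number of genes called higher and lower than at 0 Gy at the same time, for each dose at 24 h and 72 h, by edgeR at adjusted p under 0.05 and a fold of at least 1.5. At 24 h the called genes rise from 330 at 1 Gy to 1016 at 10 Gy, and at 72 h from 52 to 2457.

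The gene lists show how the 24 h response was built. The p53 targets were higher as a group at every dose, with medians of 0.14, 0.22, 0.35, 0.57 and 0.61 from 1 to 10 Gy, and the tests kept their calls with an estimated correlation. None of the 38 genes was called at 1 or 2 Gy, 4 at 4 Gy and 19 at both 8 and 10 Gy, all higher and with the same counts when adjusted over the list alone. At 10 Gy these included FAS, MDM2, DDB2 (0.72 ± 0.05), a damage recognition gene, and SPATA18 (0.98 ± 0.07), which acts on mitochondrial quality. The list shares 5 genes with other lists.

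Lists of proliferation were lower at every dose at 24 h, and each kept its call with an estimated correlation. Of 37 mitosis genes, 36, 36, 37, 37 and 37 fell from 1 to 10 Gy, with medians of −0.80, −1.02, −1.81, −1.85 and −1.60. At 10 Gy the motor gene KIF11 fell by 1.89 ± 0.09, the anaphase activator CDC20 by 1.96 ± 0.10 and cyclin A2 (CCNA2) by 2.01 ± 0.10. Of 36 genes of DNA replication, 25, 30, 33, 32 and 32 fell, among them MCM4 (−1.63 ± 0.08 at 10 Gy) and UHRF1 (−2.01 ± 0.12). The kinetochore list of 27 genes had 20, 24, 25, 27 and 26 falls, including SKA1 (−1.99 ± 0.11) and HJURP (−2.28 ± 0.13). For all of these lists the counts adjusted over the list alone were the same. The mitosis list shares 1 gene with other lists, and the replication and kinetochore lists share none.

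Of 29 genes of homologous recombination and the Fanconi pathway, which repair broken DNA in dividing cells, 16, 21, 21, 24 and 23 fell, or 17, 22, 21, 24 and 23 adjusted over the list alone, with 4 genes in other lists. RAD51AP1 fell by 1.89 ± 0.14 and POLQ by 1.56 ± 0.12 at 10 Gy. The 40 replication-dependent histone genes, none in another list, had 29, 33, 36, 37 and 37 falls, or 31, 36, 36, 37 and 37 adjusted over the list alone, with medians from −0.89 to −2.33. HIST1H2BM fell to 0.252 ± 0.103 CPM at 10 Gy (−5.07 ± 0.26). Of 19 measured genes of end joining and damage sensing, none in another list, 0, 1, 1, 2 and 1 fell. At 10 Gy the gene that fell was H2AFX (−1.41 ± 0.22), a histone variant made during the S phase, whereas XRCC6, a core end-joining factor, stood at −0.28 ± 0.05. This list was lower at 4 Gy (median −0.25, adjusted p = 1.6e-05), with adjusted p = 0.086 with an estimated correlation, and its calls at the other 4 doses were lost as well (0.33, 0.18, 0.1 and 0.17 with an estimated correlation).

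Smaller shifts were seen in metabolism and stress lists at 24 h. Cholesterol synthesis was lower at 10 Gy (23 genes measured, 4 lower, median −0.35, adjusted p = 2.9e-10, and adjusted p = 0.017 with an estimated correlation), with a fall in INSIG1 (−0.64 ± 0.07), a regulator of sterol synthesis. No gene of this list is in another, and the counts adjusted over the list alone were the same. Glycolysis had 3 falls of 25 genes at 10 Gy, the same adjusted over the list alone, among them HK2 (−1.32 ± 0.08) and LDHA (−0.67 ± 0.11), with a median of −0.16 (adjusted p = 0.0048, but adjusted p = 0.39 with an estimated correlation) and 1 gene in another list. Lysosomal genes were higher (median 0.19 at 10 Gy, adjusted p = 0.022 with an estimated correlation), with 2 of 25 called, FUCA1 (0.88 ± 0.09) and CREG1 (0.64 ± 0.11). Of 28 measured apoptosis genes, 2 rose and 1 fell at 10 Gy (median 0.12, adjusted p = 0.011 with an estimated correlation), with rises in FAS and PMAIP1 (0.89 ± 0.12). For both lists the counts adjusted over the list alone were the same.

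Immediate early genes were higher at 10 Gy at 24 h (median 0.36, adjusted p = 1.8e-05, but adjusted p = 0.057 with an estimated correlation). Of 21 measured, 6 rose, or 8 adjusted over the list alone, among them ATF3 (2.70 ± 0.23), EGR1 and the phosphatase gene DUSP1 (0.64 ± 0.08). Endothelial activation genes had 4 rises and 1 fall of 23 at 10 Gy (median 0.13, adjusted p = 0.13), counts that were the same adjusted over the list alone. SELE and PTGS2 rose and SELP, which encodes P-selectin, fell by 0.93 ± 0.16. The secretome of senescent cells was higher (median 0.18, adjusted p = 0.0016, but adjusted p = 0.2 with an estimated correlation), with 4 rises and 1 fall of 30 genes, the same adjusted over the list alone. They included IL1A (1.96 ± 0.33) and PLAU (0.66 ± 0.08). Interferon-stimulated genes had medians of 0.25 at 1 Gy (adjusted p = 0.00019) and 0.22 at 4 Gy (adjusted p = 0.0085), with no member called, and an adjusted p of 0.4 and 0.55 with an estimated correlation. At 10 Gy 2 of 38 rose, among them the ubiquitin ligase gene HERC5 (1.18 ± 0.30), and 2 also when adjusted over the list alone.

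At 24 h, 253 genes were called in the same direction at all 5 doses, 20 higher and 233 lower, and 228 of them are protein coding. The strongest were IQGAP3, RRM2, HIST1H1B, HMGN2, NCAPD2, TUBA1B, KIF11, KIF18B, NCAPG and RRM1, all lower, of which most act in chromosome condensation, spindle function or nucleotide supply. Independent lists of these sizes would share 1.2e-06 genes higher and 0.00022 lower, and part of the excess over these values may come from the shared controls. Unchanged groups simulated against the same controls shared 0 genes in each of 20 simulations, but with a mean of 0.04 calls per dose they could hardly share any, so they do not measure the effect of shared controls. From 2 to 10 Gy, 326 genes were common, 35 higher and 291 lower, and 290 of the 1306 genes called at any dose were called at 10 Gy alone.

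The 11 genes that the study chose as markers at 24 h were examined in the same libraries, so their direction here is not independent evidence. At 1 Gy, 1 rose and 9 fell, or 1 and 10 adjusted over the list alone, and at each higher dose 1 rose and 10 fell under both adjustments. SELE rose by 0.97, 1.16, 1.20, 1.15 and 1.22 from 1 to 10 Gy, with no steady increase. ASPM, a spindle pole gene, fell by 0.79, 1.17, 2.00, 2.19 and 2.03, BRCA1 by 0.63, 0.84, 1.37, 1.44 and 1.29, and BRCA2 by 0.68, 0.98, 1.43, 1.67 and 1.37. The call of BRCA1 at 1 Gy was lost without replicate 3 of 1 Gy (−0.58). AUNIP, a gene of spindle and repair function, stood at −1.03 ± 0.33 at 1 Gy (adjusted p = 0.057) and fell at the higher doses. The list shares 6 genes with other lists.

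At 72 h after 1 Gy few genes were called, and most of them were higher. MKI67 (−0.31 ± 0.12, adjusted p = 0.21), CDKN1A (0.09 ± 0.10) and MDM2 (0.17 ± 0.07) did not pass the test. COL12A1, a fibril-associated collagen, rose from 17.1 ± 0.283 to 36.1 ± 1.4 CPM, by 1.08 ± 0.12. The chemokine gene CXCL12 rose by 0.95 ± 0.11, the extracellular matrix gene RELN by 0.83 ± 0.10, the protease inhibitor gene A2M by 0.78 ± 0.09 and the phospholipase gene PLA2G4C by 0.70 ± 0.08. ICAM1, an adhesion molecule gene of activated endothelium, rose by 0.72 ± 0.14. In all 52 genes were called, 45 higher and 7 lower, and the falls included KIF18B (−0.60 ± 0.12), whose call was lost without replicate 1 of 0 Gy (−0.54) or of 1 Gy (−0.52). The count was 31 without replicate 1 of the 0 Gy libraries, 32 in a fit to these 6 libraries alone and 156 without the filter on low counts.

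At 72 h after 2 Gy, the adhesion genes SELE, VCAM1 and ICAM1 rose and MKI67 was lower. SELE rose by 1.46 ± 0.23 to 11.1 ± 0.468 CPM, VCAM1 by 1.56 ± 0.24 to 4.94 ± 0.146 CPM and ICAM1 by 1.16 ± 0.14 to 63.2 ± 1.9 CPM. CXCL8 rose by 0.65 ± 0.10. TAGLN, which encodes an actin-binding protein of contractile cells, rose by 1.51 ± 0.25 and TGFB2 by 1.36 ± 0.26. MKI67 fell to 75.5 ± 3.35 CPM (−1.06 ± 0.12) and SAPCD2, a spindle orientation gene, by 1.21 ± 0.17. The interferon-induced gene IFI27 had 120 ± 94.3 against 42.3 ± 5.26 CPM, and its call was lost without replicate 3 of 2 Gy (0.66) or replicate 2 of 0 Gy (1.41). HIST2H3C and HIST2H3A, near-identical copies, moved by 8.13 ± 2.39 and −3.19 ± 0.71, and how their reads were divided is uncertain. There were 573 called genes, 255 higher and 318 lower (55.5% lower, and 67.1% with library totals in place of TMM).

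At 72 h after 4 Gy, the interferon-stimulated genes IFIT1, MX1 and IFI44L were among the largest rises. IFIT1, an antiviral RNA sensor, rose from 1.05 ± 0.814 to 11.2 ± 2.75 CPM, by 3.38 ± 0.82. The antiviral GTPase gene MX1 rose from 10.2 ± 4.15 to 65.4 ± 12.1 CPM, by 2.67 ± 0.64, and IFI44L by 2.65 ± 0.77. VCAM1 rose by 2.35 ± 0.23, SELE by 2.06 ± 0.23 to 16.8 ± 1.88 CPM and ICAM1 by 1.68 ± 0.14 to 90.4 ± 7.32 CPM. TAGLN rose by 2.15 ± 0.25, CXCL8 by 0.87 ± 0.10, CDKN1A by 0.80 ± 0.10 and VWF, the von Willebrand factor gene, by 0.73 ± 0.10. HIST1H1B fell from 60.8 ± 1.57 to 10.5 ± 0.507 CPM and MKI67 to 28.9 ± 2.32 CPM (−2.45 ± 0.13). There were 1526 called genes, 625 higher and 901 lower (59% lower, and 68.6% with library totals in place of TMM). Without the 3 libraries beyond 20 on the third component, the call of IFI44L was lost (2.41, adjusted p = 0.058).

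At 72 h after 8 Gy, CDC20, MKI67 and HIST1H1B had fallen steeply, while SELE, VCAM1, ICAM1, IFIT1 and MX1 were higher than at 0 Gy. CDC20 fell from 43.3 ± 3.8 to 2.13 ± 0.388 CPM (−4.35 ± 0.12), MKI67 to 8.59 ± 1.64 CPM (−4.20 ± 0.14) and HIST1H1B to 2.55 ± 0.46 CPM (−4.56 ± 0.13). IFIT1 rose by 3.58 ± 0.81, MX1 by 2.41 ± 0.64, DRAXIN by 2.87 ± 0.18 and EPS8L2 by 2.54 ± 0.18. SELE, VCAM1 and ICAM1 rose by 1.95 ± 0.23, 1.93 ± 0.24 and 1.56 ± 0.14. CDKN1A reached 604 ± 68.8 CPM and VWF rose by 0.90 ± 0.10. Of 2025 called genes 997 were higher and 1028 lower (50.8% lower, and 63.2% with library totals in place of TMM).

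At 72 h after 10 Gy, KIF18B, a mitotic kinesin gene, fell from 10.7 ± 0.784 to 0.144 ± 0.0146 CPM, by 6.16 ± 0.20. CDC20 fell to 0.904 ± 0.212 CPM (−5.59 ± 0.14), MKI67 to 3.76 ± 0.3 CPM (−5.39 ± 0.16) and ASPM to 2.32 ± 0.549 CPM (−5.34 ± 0.13). ATF3, a stress-response transcription factor gene, rose from 1.04 ± 0.287 to 10.4 ± 0.591 CPM, by 3.31 ± 0.20. DRAXIN rose by 3.00 ± 0.18, EPS8L2 by 2.81 ± 0.18, TAGLN by 2.37 ± 0.25, the tetraspanin gene TSPAN11 by 2.29 ± 0.12 and APLP1 by 2.00 ± 0.13. Cyclin D2 (CCND2) rose from 29.2 ± 1.42 to 115 ± 8.03 CPM, by 1.98 ± 0.11. CDKN1A reached 700 ± 39.5 CPM (1.45 ± 0.10, adjusted p = 2.4e-13), MDM2 1570 ± 123 CPM and GDF15 109 ± 22.3 CPM.

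PECAM1, CDH5 and VWF were not lower at 72 h after 10 Gy. PECAM1 stood at 3540 ± 46.9 CPM against 2380 ± 89.9 CPM (0.58 ± 0.06, just under 1.5-fold, but called at 0.60 without replicate 2 or 3 of 0 Gy or replicate 1 of 10 Gy and at 0.59 without replicate 3 of 10 Gy), CDH5 at 0.41 ± 0.06, and VWF rose by 0.84 ± 0.10 to 5920 ± 478 CPM. SELE, VCAM1 and ICAM1 rose by 1.69 ± 0.23, 1.77 ± 0.24 and 1.29 ± 0.14, while IL6 stood at 0.41 ± 0.14 and CXCL8 at 0.39 ± 0.10. The glycolytic enzyme gene GAPDH, often used as a reference, stood at −0.32 ± 0.06 (adjusted p = 5.2e-05). There were 2457 called genes, 1039 higher and 1418 lower (57.7% lower, and 67.4% with library totals in place of TMM). CDKN1A lies on chromosome 6 (36676460 to 36687337, hg38, ENSG00000124762) and MDM2 on chromosome 12 (68808177 to 68845544, ENSG00000135679). MKI67 lies on chromosome 10 (128096659 to 128126423, ENSG00000148773), SELE on chromosome 1 (169722640 to 169764705, ENSG00000007908) and VCAM1 on chromosome 1 (100719742 to 100739045, ENSG00000162692).

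**Figure D3:**
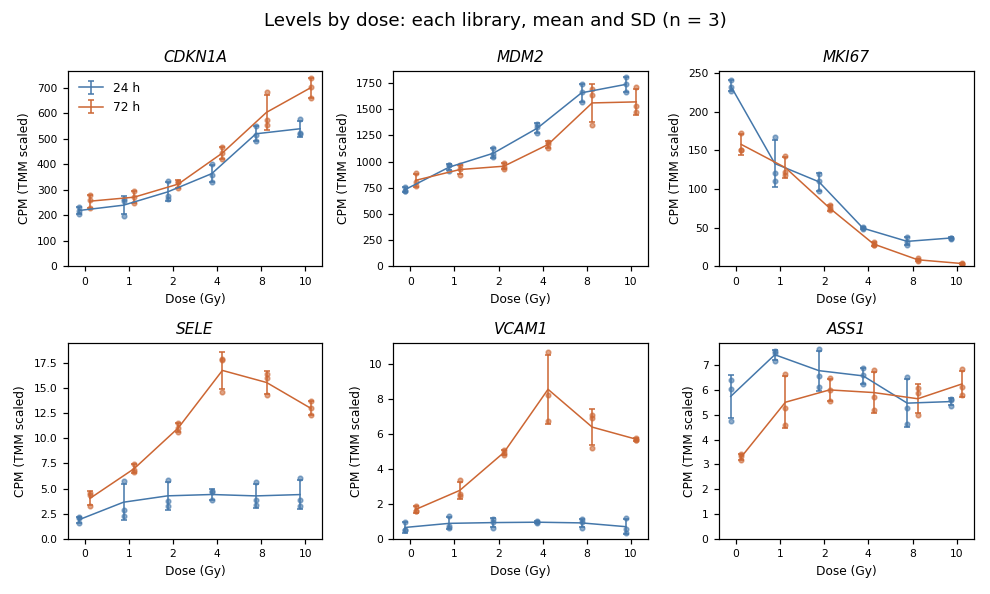
Levels of CDKN1A, MDM2, MKI67, SELE, VCAM1 and ASS1 in CPM against dose in Gy at 24 h and 72 h. Points are single libraries, and lines and bars give the mean ± SD of n = 3. The mean of MKI67 falls at each step of dose at 72 h and reaches 3.76 CPM at 10 Gy at 72 h, and VCAM1 is highest at 4 Gy at 72 h with 8.56 CPM.

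The lists of proliferation at 72 h had small medians at 1 Gy and then fell steeply. Mitosis genes stood at a median of −0.29 at 1 Gy (adjusted p = 3.8e-14, and 0.03 with an estimated correlation) with no member called, and 32, 37, 37 and 37 of 37 fell at 2, 4, 8 and 10 Gy, with a median of −4.00 at 10 Gy. Replication genes had 0, 13, 31, 33 and 32 falls of 36, or 14 at 2 Gy adjusted over the list alone, with RRM2 at 2.59 ± 0.248 CPM after 10 Gy (−4.67 ± 0.09) and CDC6 at −3.43 ± 0.14. The kinetochore list had 0, 17, 23, 25 and 25 falls of 27, or 18 at 2 Gy adjusted over the list alone, with NUF2 at −4.67 ± 0.16 and CENPF at −4.00 ± 0.12. At 1 Gy its adjusted p = 0.057 with an estimated correlation. Homologous recombination genes had 0, 11, 22, 23 and 23 falls of 29, with the same counts adjusted over the list alone, including POLQ (−4.29 ± 0.15) and FANCD2 (−3.15 ± 0.13), and at 1 Gy adjusted p = 0.057 with an estimated correlation. Histone genes had 0, 27, 36, 37 and 37 falls of 40, or 1, 29, 38, 38 and 37 adjusted over the list alone, and at 1 Gy adjusted p = 0.1 with an estimated correlation. End-joining genes had 4 falls of 19 at 10 Gy, the same adjusted over the list alone (median −0.26, adjusted p = 0.00084, but adjusted p = 0.18 with an estimated correlation), among them the kinase genes PRKDC (−0.67 ± 0.06) and CHEK1 (−0.88 ± 0.08).

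The p53 targets were higher at 72 h, with 0, 0, 4, 16 and 19 rises of 38 and the same counts adjusted over the list alone. Their medians were 0.04, 0.14, 0.35, 0.51 and 0.59, and at 1 Gy adjusted p = 0.057 with an estimated correlation. At 10 Gy FAS rose by 1.15 ± 0.07, SPATA18 by 1.02 ± 0.07, TRIM22 by 0.94 ± 0.07 and TP53I3 by 0.81 ± 0.06. Lysosomal genes were higher at every dose, with 0, 0, 3, 7 and 8 rises of 25 and medians from 0.10 to 0.41 (adjusted p = 0.0039 at 10 Gy with an estimated correlation). Cathepsin B (CTSB) rose by 0.95 ± 0.07, PSAP by 0.80 ± 0.06 and LAMP1 by 0.68 ± 0.06 at 10 Gy. This list shares 1 gene with other lists, and its counts were the same adjusted over the list alone. Apoptosis genes were higher at 10 Gy (median 0.21, adjusted p = 0.022 with an estimated correlation) with 3 rises and 1 fall of 28, the same adjusted over the list alone and 5 of them in other lists. The fall was in BCL2A1, a survival gene (−4.24 ± 0.43), which pulled the mean of the list down to 0.06.

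Lists of endothelial function moved at 72 h. Haemostasis and vasoactive genes had 2, 6, 10, 10 and 11 rises and 0, 0, 1, 3 and 3 falls of 27 from 1 to 10 Gy, or 11 rises at 4 and 8 Gy adjusted over the list alone, and kept their call with an estimated correlation (adjusted p = 0.024 at 10 Gy). EDN1, which encodes the vasoconstrictor endothelin 1, rose by 0.95 ± 0.05, NT5E by 0.79 ± 0.06 and SERPINE2 by 1.38 ± 0.09, while ADAMTS1 fell by 1.17 ± 0.07. Notch and angiogenesis genes had 12 rises and 2 falls of 28 at 8 and 10 Gy, the same adjusted over the list alone (median 0.49 at 10 Gy, adjusted p = 0.027 with an estimated correlation). The tip-cell gene ESM1 rose by 1.78 ± 0.09 and CXCR4 by 1.05 ± 0.06, and the lymphatic growth factor VEGFC fell by 1.55 ± 0.11. Endothelial activation genes had 2, 7, 11, 9 and 8 rises and 0, 1, 1, 2 and 1 falls of 23, with 5 and 8 rises at 1 and 2 Gy adjusted over the list alone. The test called them at every dose (adjusted p = 2.6e-05 at 4 Gy), but adjusted p = 0.18, 0.057, 0.058, 0.22 and 0.21 with an estimated correlation. The monocyte chemokine CCL2 rose by 1.33 ± 0.14 at 10 Gy. The haemostasis, angiogenesis and activation lists share 8, 5 and 9 genes with other lists.

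Genes of the senescent secretome had 11 rises and 2 falls of 30 at 10 Gy at 72 h, the same adjusted over the list alone, with 10 genes in other lists (median 0.37, adjusted p = 0.00042, but adjusted p = 0.16 with an estimated correlation). The matrix protease genes MMP10 and MMP1 rose by 1.81 ± 0.10 and 0.95 ± 0.05. Matrix and TGF-beta genes had 8 rises and 3 falls of 30, the same adjusted over the list alone, with 5 genes in other lists (median 0.31, adjusted p = 0.00026, but adjusted p = 0.18 with an estimated correlation). They included COL4A1 (1.27 ± 0.08) and SPARC (0.69 ± 0.04). At 1 Gy this list had a median of 0.18 and adjusted p = 0.038 with an estimated correlation. Endothelial identity genes had 5 rises and 2 falls of 25 at 10 Gy, the same adjusted over the list alone, with 3 genes in other lists (median 0.11, adjusted p = 0.042, but adjusted p = 0.34 with an estimated correlation). KDR and EMCN rose by 0.62 ± 0.05 and 0.76 ± 0.06 and GATA2 fell by 1.40 ± 0.14.

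Interferon-stimulated genes had 0, 7, 25, 21 and 15 rises of 38 measured at 72 h, or 0, 12, 25, 23 and 18 adjusted over the list alone, with 1 fall at 10 Gy under both. Their medians were 0.07, 0.55, 0.90, 0.75 and 0.64. The value at 2 Gy rested largely on replicate 3, where MX1 stood at 105 CPM against 13.2 and 17.9 CPM in replicates 1 and 2, and without replicate 3 of every group the adjusted p = 0.04. At 4 Gy adjusted p = 9.6e-10, but adjusted p = 0.19 with an estimated correlation, and at 2, 8 and 10 Gy it was 0.27, 0.35 and 0.45. None of these genes is in another list. GBP2, a guanylate-binding protein gene, rose by 0.66 ± 0.08 at 10 Gy, while USP18, which restrains interferon signalling, stood at −0.56 ± 0.09 and STAT2 at 0.41 ± 0.07. Antigen presentation genes had 2, 3 and 2 rises of 17 at 4, 8 and 10 Gy, the same adjusted over the list alone, including HLA-B (0.73 ± 0.11) and TAP1 (0.78 ± 0.13) at 10 Gy. At 4 Gy their median was 0.24 (adjusted p = 0.0073, but adjusted p = 0.29 with an estimated correlation), and 1 gene is in another list.

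Metabolic lists were lower at 72 h after 10 Gy. Glycolysis genes had 6 falls of 25, the same adjusted over the list alone, among them HK2 (−1.92 ± 0.08), LDHA (−1.54 ± 0.11) and ENO1 (−0.74 ± 0.05), with a median of −0.35 (adjusted p = 5.3e-05, but adjusted p = 0.22 with an estimated correlation). Cholesterol genes had 4 falls of 23, the same adjusted over the list alone (median −0.31, adjusted p = 0.0001, but adjusted p = 0.13 with an estimated correlation), with INSIG1 at −0.90 ± 0.07 and the sterol transfer gene STARD4 at −0.83 ± 0.07. Oxidative stress genes under NRF2 had 1 rise and 6 falls of 22, the same adjusted over the list alone and none in another list (median −0.25, adjusted p = 0.0016, but adjusted p = 0.12 with an estimated correlation). The quinone reductase gene NQO1 fell by 1.07 ± 0.06. At 24 h the same list had a median of −0.08 after 10 Gy (adjusted p = 0.13). Genes of the integrated stress response had 2 rises and 3 falls of 24 at 10 Gy, the same adjusted over the list alone, with 1 gene in another list (median 0.08, adjusted p = 0.31), since ATF3 rose and PSAT1, a serine synthesis gene, fell by 1.09 ± 0.11. At 10 Gy at 24 h the median of this list was −0.02 and its mean 0.04 (adjusted p = 0.97). Immediate early genes had 10 rises and 2 falls of 21 at 10 Gy, the same adjusted over the list alone, with 1 gene in another list (median 0.59, adjusted p = 0.049, but adjusted p = 0.37 with an estimated correlation), including KLF6 (0.67 ± 0.05) and MYC, which fell by 0.76 ± 0.07. Their median and mean differed in sign at 4 Gy (−0.08 and 0.10) and 8 Gy (−0.14 and 0.14), where the test gave adjusted p = 0.61 and 0.62.

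Markers of other cell types were followed at the same time. Of 7 measured smooth muscle and pericyte markers, TAGLN and ACTA2 (1.07 ± 0.09) rose at 72 h after 10 Gy and RGS5 fell by 1.28 ± 0.08, with the same counts adjusted over the list alone and 1 gene in another list (median 0.45, adjusted p = 0.22). ACTA2 also rose at 24 h, by 1.24 ± 0.09, where the list had a median of 0.26 (adjusted p = 0.034, but adjusted p = 0.17 with an estimated correlation). Of 11 fibroblast markers, 2 rose and 2 fell at 10 Gy at 72 h, or 2 and 3 adjusted over the list alone, with PRRX1 at −1.70 ± 0.11 and 4 genes in other lists (median −0.24, adjusted p = 0.67). At 8 Gy at 24 h this list had a median of 0.04 and a mean of −0.09 (adjusted p = 0.75). Of 5 epithelial markers, 3 keratin genes fell at 10 Gy at 72 h, KRT19 by 2.05 ± 0.11, KRT7 by 1.22 ± 0.10 and KRT18 by 0.69 ± 0.06, the same adjusted over the list alone and none in another list (median −0.69, adjusted p = 0.014, but adjusted p = 0.23 with an estimated correlation). Of 8 lymphatic markers, 2 rose and 3 fell, the same adjusted over the list alone, with RELN at 1.63 ± 0.10 and the transcription factor gene FOXC2 at −0.99 ± 0.17, and 1 gene in another list (median 0.15, adjusted p = 0.55). Only 3 of 20 leukocyte markers were measured, none in another list and none called, and CD68 stood at −0.05 ± 0.18.

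Signs of RNA quality were read beside these groups. The 40 ribosomal protein genes, none in another list, had no member called at any dose either over all genes or adjusted over the list alone. Their medians were 0.11 at 8 Gy at 24 h (adjusted p = 7.8e-05, but adjusted p = 0.34 with an estimated correlation) and −0.15 at 4 Gy at 72 h (adjusted p = 0.0011, but adjusted p = 0.42 with an estimated correlation). The 13 transcripts of the mitochondrial genome, none in another list, had 8 falls at 4 Gy and 8 at 10 Gy at 72 h, the same adjusted over the list alone, with medians of −0.72 and −0.86 (adjusted p = 0.001 and 0.0037, but adjusted p = 0.33 and 0.39 with an estimated correlation). MT-ND4L fell by 1.05 ± 0.19 and MT-ATP6 by 0.96 ± 0.18 at 10 Gy. Of 12 housekeeping genes, 3 of them in other lists, HPRT1 fell at 10 Gy at 72 h (−1.18 ± 0.10), the same adjusted over the list alone, and the median was −0.20 (adjusted p = 0.17).

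**Figure D4:**
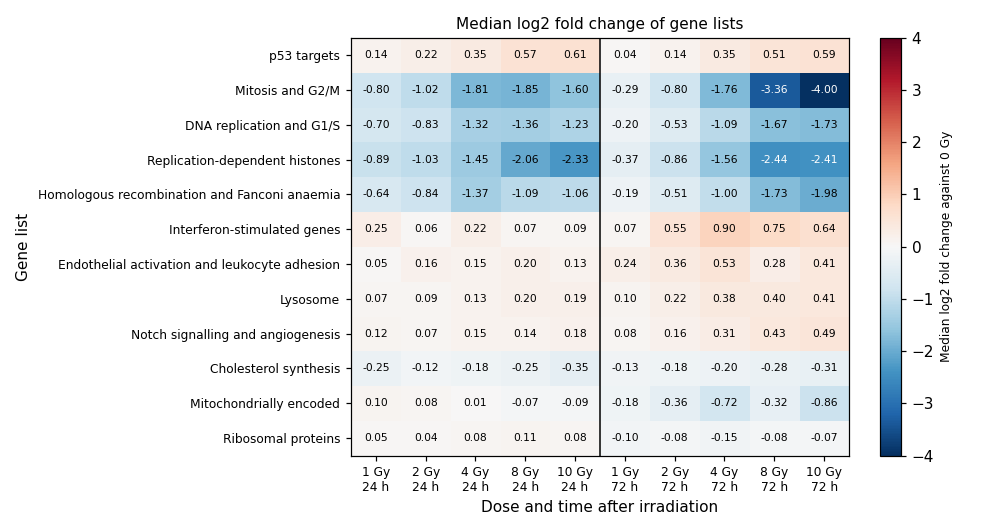
Median log2 fold change of 12 gene lists against 0 Gy for each dose at 24 h and 72 h, as a colour scale. Mitosis genes go from −0.29 at 1 Gy to −4.00 at 10 Gy at 72 h, and interferon-stimulated genes are highest at 4 Gy at 72 h with 0.90.

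At 72 h, 38 genes were called in the same direction at all 5 doses, 33 higher and 5 lower, and 31 are protein coding. The strongest were A2M, COL12A1, CXCL12, PLA2G4C, RELN, SERPINE2, ADGRF5, ITGB8, CCND2 and PRDM1, all higher than at 0 Gy at 72 h. The 0 Gy levels of CXCL12, RELN, SERPINE2, ADGRF5, CCND2 and PRDM1 were lower at 72 h than at 24 h. Those of A2M, COL12A1, PLA2G4C and ITGB8 were higher. PRDM1 at 10 Gy at 72 h (10.3 to 12 CPM) stood below its 24 h controls (12.8 to 16 CPM). COL12A1 rose by 1.08, 1.29, 1.74, 1.85 and 1.75 from 1 to 10 Gy, and PLA2G4C by 0.70, 1.15, 1.83, 1.98 and 1.88. Independent lists of these sizes would share 0.00011 genes higher and 4.5e-05 lower, and part of the excess over these values may come from the shared controls. The simulated unchanged groups again shared 0 genes and had too few calls to measure that effect. From 2 to 10 Gy, 463 genes were common, 190 higher and 273 lower. The count at all 5 doses was 24 without replicate 1 of 0 Gy and 24 in fits to single pairs of groups.

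The 9 genes that the study chose as markers at 72 h were also examined in the same libraries, so their direction here is not independent evidence either. The study also measured selected markers of both times by quantitative PCR in separate samples, with GAPDH as the reference. Those measurements were not examined here. At 1 Gy 6 rose and 1 fell, or 8 and 1 adjusted over the list alone, and at 4 Gy and above 8 rose and 1 fell under both. SERPINE2, a protease inhibitor gene, rose by 0.71 ± 0.09 at 1 Gy and 1.38 ± 0.09 at 10 Gy, and ASS1, the argininosuccinate synthase gene, by 0.74 ± 0.14 and 0.92 ± 0.14. The 0 Gy level of ASS1 was 4.76 to 6.4 CPM at 24 h and 3.16 to 3.4 CPM at 72 h. Its 10 Gy level at 72 h was 5.78 to 6.84 CPM. SULT1A1 fell by 0.97 ± 0.23 and 1.83 ± 0.25. SELE (0.79 ± 0.24, adjusted p = 0.091) and ACHE, the acetylcholinesterase gene (2.17 ± 0.68, adjusted p = 0.11), did not pass at 1 Gy. The list shares 4 genes with other lists. The calls of SULT1A1 and DNER (1.15 ± 0.31) at 1 Gy were lost without any single library but replicate 2 of 0 Gy (−0.87 to −1.01 and 1.00 to 1.28), and that of PRDM1 without replicate 1 of 0 Gy (0.50) or replicate 3 of 1 Gy (0.55).

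Neighbouring doses were compared to see where 1 dose can be told from the next. At 24 h, edgeR called 0 genes between 2 and 1 Gy, where 799 genes had an unadjusted p under 0.05, 2 passed the adjusted p alone, DESeq2 called 0, the edgeR likelihood ratio test called 1 and edgeR without the filter on low counts called 115. Between 4 and 2 Gy 102 genes were called, 1 higher and 101 lower, led by MKI67 (−1.15 ± 0.12), NCAPG (−1.02 ± 0.09), KIFC1 (−0.98 ± 0.16) and KIF15 (−0.98 ± 0.14), all genes of mitotic chromosomes and spindles. Between 8 and 4 Gy there were 21, with HIST1H1B (−1.52 ± 0.13) lower and DRAXIN (0.81 ± 0.17) higher, the latter not called (0.72 to 0.89) without any single library but replicate 3 of 8 Gy. Between 10 and 8 Gy there were 12, with EGR1 (2.37 ± 0.23), PTGS2 (1.06 ± 0.12), NFKBIZ (0.87 ± 0.08), and TRIB1 (0.77 ± 0.06) higher, and the kinase gene CLK4 (−0.63 ± 0.10) lower, a call lost without replicate 2 of 8 Gy (−0.52). Without the filter on low counts the 3 later steps had 195, 128 and 69 calls. In a fit to the 6 libraries of 8 and 10 Gy alone 9 genes were called, and another grouping of the same libraries gave 34, so the count at this step does not by itself tell these doses apart. Counts at these steps also moved with single libraries. Between 8 and 4 Gy the count was 12 without replicate 3 of 4 Gy and 11 without replicate 1 of 8 Gy.

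At 72 h most genes called at each step of dose were lower at the higher dose. Between 2 and 1 Gy 50 genes were called, 7 higher and 43 lower, among them the spindle genes NEK2 (−0.82 ± 0.15) and CKAP2L (−0.81 ± 0.14). Between 4 and 2 Gy there were 237, 29 higher and 208 lower, with HDAC9 (0.78 ± 0.11) and EPS8L2 (0.93 ± 0.17) higher and HIST1H1B (−1.48 ± 0.11), MKI67 (−1.39 ± 0.12) and POLQ (−1.30 ± 0.13) lower. Between 8 and 4 Gy there were 249, 40 higher and 209 lower, with DRAXIN (1.00 ± 0.15) and VWCE (0.77 ± 0.13) higher and CDC20 (−2.13 ± 0.13), TOP2A (−2.12 ± 0.11) and ASPM (−2.10 ± 0.13) lower. Between 10 and 8 Gy there were 116, 8 higher and 108 lower, with ATF3 (1.01 ± 0.17), PTGS2 (0.78 ± 0.12) and TRIB1 (0.61 ± 0.07) higher and MKI67 (−1.19 ± 0.18), the RNA polymerase II gene POLR2A (−1.07 ± 0.20) and CLK1 (−0.97 ± 0.09) lower. The step from 1 to 2 Gy had 14 calls without replicate 3 of 2 Gy, 23 without replicate 1 of 2 Gy, and 26 and 21 without replicates 1 and 3 of 1 Gy. The step from 8 to 10 Gy had 51 and 46 calls without replicates 1 and 2 of 8 Gy and 50 and 53 without replicates 1 and 3 of 10 Gy. In a fit to these 6 libraries alone it had 80, and another grouping of them gave 187. Without the filter on low counts the steps from 1 to 2, 2 to 4 and 8 to 10 Gy had 244, 386 and 258.

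The effects of dose at 24 and 72 h were compared directly. Genes called in the same direction at both times numbered 6, 217, 453, 659 and 763 from 1 to 10 Gy, and those in opposite directions 0, 0, 2, 1 and 7. Independent lists would share 0.172, 1.04, 6.3, 18.8 and 25.7 genes higher and 0.118, 6.2, 27.1, 37.2 and 55.2 lower. The interaction of dose with time was called for 36 genes at 1 Gy, 35 of them with a higher fold change at 72 h. They included replication genes with lower levels at 24 h, such as GINS2 (0.94 ± 0.19), TK1 (0.85 ± 0.20) and TICRR (0.87 ± 0.21). The call of GINS2 was lost without replicate 1 of 0 Gy at 24 h (0.87) or replicates 2 and 3 of 0 Gy at 72 h (0.89 and 0.86), and those of TK1 and TICRR without most single libraries (0.69 to 0.91 and 0.75 to 0.92). At 10 Gy it was called for 748 genes, 200 higher and 548 lower at 72 h. The spindle genes HMMR (−4.03 ± 0.26), CDC20 (−3.62 ± 0.18), KIF18B (−3.54 ± 0.28), DEPDC1 (−3.35 ± 0.20) and RF00003 (−3.46 ± 0.95), a copy of a small nuclear RNA whose reads are uncertain, had the largest negative values, and TAGLN (2.07 ± 0.39), TGFB2 (1.89 ± 0.42), SHISA3 (1.70 ± 0.26), COL12A1 (1.51 ± 0.17) and ADGRF5 (1.39 ± 0.14) the largest positive ones.

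The interaction counts at 2, 4 and 8 Gy were 28, 296 and 512. At 2 Gy 28.6% of them had lower fold changes at 72 h, and 45.2% with library totals in place of TMM, and at 4 Gy these shares were 51% and 63.1%. At 1 Gy the count was 22 without replicate 2 of 0 Gy at 24 h, 66, 10 and 12 without replicates 1, 2 and 3 of 0 Gy at 72 h, and 22 without replicate 1 of 1 Gy at 72 h. At 2 Gy it was 17 without replicate 1 of 2 Gy at 24 h.

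Expression in unirradiated cells also differed between 24 h and 72 h, and time in culture and harvest cannot be told apart. At 72 h against 24 h, 821 genes were called, 214 higher and 607 lower. SERPIND1, which encodes the thrombin inhibitor heparin cofactor II, rose from 9.56 ± 1.59 to 32.4 ± 0.933 CPM (1.76 ± 0.12), the alarmin gene IL33 by 1.70 ± 0.25, ANGPTL4, a lipase inhibitor, by 1.58 ± 0.17 and the retinoic acid receptor gene RARB by 1.28 ± 0.11. CREB3L1, a transcription factor of secretory cells, fell from 17.5 ± 3.96 to 4.26 ± 0.919 CPM (−2.04 ± 0.17), and HSPG2, the basement membrane proteoglycan perlecan, from 8340 ± 2980 to 2520 ± 682 CPM (−1.73 ± 0.28). Of 25 genes of glycolysis and hypoxia, 7 rose (median 0.36, adjusted p = 9.7e-11, but adjusted p = 0.18 with an estimated correlation), and cholesterol genes had a median of −0.29 (adjusted p = 0.12 with an estimated correlation). Log2 fold changes went with the GC content of the transcripts across genes, which are not independent replicates (Spearman −0.46). Genes called higher had a median GC content of 43.1% and those called lower 57.5%, against 46.9% for all genes. The count was 535 without replicate 3 of 0 Gy at 24 h.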

Values the study reported

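The study reported 93 mRNAs regulated in common at all doses at 24 h and 9 at 72 h. It named 11 of the former as its most significant markers. After 1 Gy at 72 h it found 13 regulated mRNAs. With the doses gathered into classes, it counted 104 mRNAs regulated across all classes at 24 h and 10 at 72 h.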

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

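The dose effects that differed between 24 and 72 h were found by a planned test of the difference itself. Among the tests of explanations in this part, those on the short noncoding RNA content of the libraries and on the libraries beyond 20 on the third component were chosen only after the results were seen.

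The dose effect differed between the 2 times for more genes at 4 Gy and above than at 1 and 2 Gy. Such a difference can come from the irradiated or from the unirradiated libraries. The difference of the dose effect, 72 h minus 24 h, was called for 36, 28, 296, 512 and 748 genes at 1, 2, 4, 8 and 10 Gy. In fits to the 12 libraries of each comparison alone, 36, 20, 258, 414 and 717 genes were called, and the 81 other splits tried called at most 0, 0, 2, 1 and 1. Only 1 of the 82 splits at each dose, the real one, gave as many genes. The other splits mixed irradiated and control libraries within groups, which widens their spread and leaves few calls possible. They can therefore not exclude an arbitrary grouping as the source of these counts. At 1 Gy the count was 17 without the 3 libraries beyond 20 on the third component. Harvest and time in culture go together in this design and remain open.

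At 1 Gy the genes with a higher fold change at 72 h included histone and replication genes that were lower at 24 h. HIST1H3B had a difference of 0.95, GINS2 0.94, HIST1H4B 0.91, TICRR 0.87 and TK1 0.85, and the chemokine gene CCL14 had −0.73. These 6 calls were lost without the 3 libraries beyond 20 on the third component, where the values were 0.91, 0.85, 0.55, 0.88, 0.59 and −0.60. At 2 Gy the secreted and matrix genes MMP10 (0.98), SERPINB2 (0.96), SERPINE2 (0.96), A2M (0.95) and RELN (0.94) had larger fold changes at 72 h. KCNMA1 (−0.99), KRT19 (−0.94), GABBR1 (−0.65), ATG16L2 (−0.64) and RGS5 (−0.63) had smaller fold changes. SERPINE2 had 22.1 to 23.4 CPM at 2 Gy at 24 h and 21.9 to 24.1 CPM at 72 h. Its 0 Gy libraries had 18.8 to 24.3 and 10.7 to 11.5 CPM, so its difference came with a lower control level. The control levels of RELN and MMP10 were also lower at 72 h, while those of A2M and SERPINB2 were higher. Without the 3 libraries beyond 20 on the third component 23 genes were called at 2 Gy, and 14 of them were among the 28 called with all libraries.

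At 4 Gy the largest positive differences were in TAGLN (2.10), TGFB2 (2.01), LIMS4 (1.56), MMP10 (1.54) and COL12A1 (1.46), and the largest negative ones in KRT19 (−1.58), TRBC2 (−1.53), LAMB3 (−1.32), KCNMA1 (−1.32) and COL17A1 (−1.31). At 8 Gy they were in TAGLN (2.09), TGFB2 (1.79), COL12A1 (1.74), MMP10 (1.54) and RELN (1.47), and in RF00003 (−3.27), HMMR (−3.05), TRBC2 (−2.80), CDC20 (−2.35) and TK1 (−2.34). At 10 Gy they were in TAGLN (2.07), TGFB2 (1.89), SHISA3 (1.70), COL12A1 (1.51) and ADGRF5 (1.39), and in HMMR (−4.03), CDC20 (−3.62), KIF18B (−3.54), RF00003 (−3.46) and DEPDC1 (−3.35). RF00003 is a copy of a small nuclear RNA and LIMS4 has close copies in the genome, so the division of reads among copies makes both uncertain. As groups at 10 Gy, mitosis genes had a median difference of −2.35, kinetochore genes −1.44, homologous recombination genes −0.67 and replication genes −0.37. The markers of the study at 24 h had −0.78 and those at 72 h 0.97. Both marker sets were chosen on these same libraries for changes at 1 of the times, so their differences are not independent evidence.

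Interferon-stimulated genes had a median log2 fold change of 0.90 at 4 Gy at 72 h. Without the 3 libraries beyond 20 on the third component the median was 0.82. Of these libraries only replicate 2 of 0 Gy at 72 h enters this comparison. The value therefore argues only against that control library as the source. The summed level of the leukocyte markers differed by −0.0205 CPM between 4 and 0 Gy (8.7 ± 0.367 against 8.72 ± 0.972 CPM, n = 3), while that of the interferon genes rose by 512 CPM (1410 ± 111 against 902 ± 68.7 CPM), which argues against RNA from leukocytes. The scores of the list spread more between the libraries of 1, 2 and 8 Gy at 72 h (SD 0.45, 0.62 and 0.44) than between those of 4 Gy (SD 0.11), and the list call was lost with a correlation estimated from the data (adjusted p = 0.19). An interferon response to irradiation may be involved, as a hypothesis, and a difference in culture or handling of these 3 libraries was not tested.

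Transcripts of the mitochondrial genome had a mean log2 difference of −0.61 between 10 and 0 Gy at 72 h. With the short noncoding RNA content of each library as a term it was −0.58 (SE 0.13), which argues against that content as the source. Nuclear genes with exons under 2 kb in all had a median log2 fold change of −0.03 over 1024 genes, which argues against a general loss of short transcripts. The fall was also seen at 4 Gy (median −0.72) and was smaller at 8 Gy (−0.32, no member called), so it did not follow dose. Fewer mitochondrial transcripts per cell and a difference in RNA extraction may each remain possible, and neither was tested.

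Replication-dependent histone genes were lower at 10 than at 4 Gy at 24 h, by a median of −0.73 with 17 of 40 called, while mitosis genes had a median of 0.15. The mean difference was −0.84 both before and after the short noncoding RNA content was a term (SE 0.11), which argues against that content as the source. Fewer cells in S phase, with cells held in G2, were predicted to lower replication genes as well. The median of replication genes was −0.01 and that of kinetochore genes −0.08, so the prediction was not met. The replication list also holds genes of the G1/S transition and was already lower at 4 Gy than at 0 Gy. Its flat median can therefore not exclude fewer cells in S phase. Over all genes 29 were higher and 38 lower in this comparison. Histone transcripts may have been lowered apart from the replication genes, as a hypothesis with no further test here.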

How the results depend on the processing

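The fits with a GC correction, without the libraries beyond 20 on the third component on the third component and with protein-coding genes alone were chosen after the data had been seen. Where a count moved, the cause was not tested, unless fewer genes, fewer libraries or a stricter threshold explain it by construction.

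No named gene that was called, with all libraries or under an alternative, changed direction between the 2 fits. Changes of direction between results called in neither fit were not counted. Of 810 results for named genes, 808 kept their side of the threshold with DESeq2 size factors, 806 with the likelihood ratio test, 799 with the GC correction, 796 with library totals, 800 with no filter and 779 without the libraries beyond 20 on the third component. With the DESeq2 Wald test 802 of 805 did, in fits to the compared groups alone 770 of 801, and with protein-coding genes alone 773 of 781. With a fold threshold of 2, 211 lost their call, as the threshold implies. Over the fits without 1 library, 4880 of 5136 results kept their side, 228 lost the call and 28 gained one.

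Of 310 list results, 310 kept their side with DESeq2 size factors, 301 with the GC correction, 301 with protein-coding genes alone and 291 without the libraries beyond 20 on the third component. With an estimated correlation 193 did and 117 lost the call, which left 98 of 215 list calls. Mitochondrially encoded transcripts at 1 Gy at 24 h changed direction without replicate 2 of every group (adjusted p = 0.00083) and without the libraries beyond 20 on the third component (adjusted p = 0.019), and were not called with all libraries (adjusted p = 0.77). Over the fits that left out replicate 1, 2 or 3 of every group, the adjusted p ran from 0.00083 to 0.2.

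With a fold threshold of 2, the counts from 1 to 10 Gy were 76, 163, 354, 446 and 461 at 24 h and 16, 158, 643, 952 and 1106 at 72 h. Between 2 and 4, 4 and 8, and 8 and 10 Gy at 24 h they were 14, 11 and 5, and at 72 h they were 10 between 1 and 2 Gy and then 74, 140 and 29. Interactions gave 1, 2, 98, 239 and 332, time 279, and the genes common to all doses 45 at 24 h and 10 at 72 h.

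Without the filter on low counts, 156 genes were called at 1 Gy at 72 h. Between neighbouring doses at 24 h there were 115, 195, 128 and 69, and at 72 h 244 between 1 and 2 Gy, 386 between 2 and 4 Gy and 258 between 8 and 10 Gy. Interactions gave 168, 223 and 495 at 1, 2 and 4 Gy, and 61 genes were common to all doses at 72 h. In fits to the compared groups alone 32 genes were called at 1 Gy at 72 h and 24 were common at 72 h.

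Between 1 and 2 Gy at 24 h, where no gene was called, the likelihood ratio test called 1 and the GC correction 1. Between 1 and 2 Gy at 72 h library totals gave 89, the likelihood ratio test 83 and the GC correction 99. The GC correction gave 32 between 4 and 8 Gy at 24 h, and 72 and 44 for the interaction at 1 and 2 Gy. The interaction at 1 Gy also had 57 calls with the likelihood ratio test, 58 with the DESeq2 Wald test and 17 without the libraries beyond 20 on the third component.

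With each library left out in turn, the counts from 1 to 10 Gy ran from 281 to 326, 345 to 362, 604 to 652, 786 to 863 and 945 to 971 at 24 h. At 72 h they ran from 31 to 56, 469 to 550, 1352 to 1474, 1843 to 2026 and 2220 to 2448. The low value of 31 came without replicate 1 of 0 Gy. Neighbouring doses at 24 h gave 0 to 2 (2 without replicate 3 of 1 Gy), 88 to 108, 11 to 22 and 8 to 13. Between 4 and 8 Gy the count was 12 without replicate 3 of 4 Gy and 11 without replicate 1 of 8 Gy.

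At 72 h neighbouring doses gave 14 to 75, 172 to 241, 192 to 268 and 46 to 170. Between 1 and 2 Gy the count was 26 and 21 without replicates 1 and 3 of 1 Gy and 23 and 14 without replicates 1 and 3 of 2 Gy. Between 8 and 10 Gy it was 51 and 46 without replicates 1 and 2 of 8 Gy and 50 and 53 without replicates 1 and 3 of 10 Gy. Interactions ran from 10 to 66, 17 to 36, 203 to 322, 456 to 567 and 596 to 778. At 1 Gy the count was 22 without replicate 2 of 0 Gy at 24 h, 66, 10 and 12 without replicates 1, 2 and 3 of 0 Gy at 72 h and 22 without replicate 1 of 1 Gy at 72 h, and at 2 Gy it was 17 without replicate 1 at 24 h. The effect of time ran from 535, without replicate 3 of 0 Gy at 24 h, to 956. Common genes ran from 209 to 250 at 24 h and from 24, without replicate 1 of 0 Gy, to 43 at 72 h, and list calls from 186 to 215.

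With the replicate number as a block, the counts at 24 h were 336, 378, 655, 892 and 1027, and 63 genes were called at 1 Gy at 72 h. The numbers do not pair the libraries. Residuals of libraries with the same number had a mean correlation of 0.0136, against −0.00682 for different numbers. Depth limits the results for weakly expressed genes, since those that the filter removed were not tested.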

Other observations

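Among the tests in this part, the fits with a GC correction and with protein-coding genes alone were chosen after the results were seen, and the splits of the libraries were planned.

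The fold threshold behind the counts quoted above is given in more than one form in the sources used here, so each comparison holds only for the threshold named. The study also used other tests and counted mRNAs, so a difference in counts cannot be put down to the threshold alone. At a fold of 1.5, 228 protein-coding genes were called in the same direction at all 5 doses at 24 h. That is higher than the number quoted from the study above, but at a fold of 2 the 45 such genes of all classes are fewer. At 72 h there were 31 at a fold of 1.5. That is higher than the number quoted, while the 10 of all classes at a fold of 2 are close to it. At 1 Gy at 72 h, 39 protein-coding genes were called at a fold of 1.5. That is higher than the number quoted, while the 16 of all classes at a fold of 2 are close to it.

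Other splits of the 6 libraries of each comparison were fitted, and 3 against 3 libraries give 10 splits, too few for a share under 0.05. At 24 h the real splits gave 245, 279, 584, 720 and 888 genes from 1 to 10 Gy, and the highest of the others 1, 1, 1, 0 and 2. At 72 h they gave 32, 480, 1412, 1823 and 2347, against 1, 0, 3, 0 and 0. The comparison of times at 0 Gy gave 679 against 0. In each of these comparisons 1 of the 10 splits, the real one, gave as many genes.

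Between neighbouring doses at 24 h the real splits gave 0, 75, 26 and 9 genes, and the highest of the others 1, 10, 4 and 34. At 72 h they gave 59, 250, 188 and 80, against 2, 2, 2 and 187. Between 1 and 2 Gy at 24 h all 10 splits gave as many genes as the real one. Between 8 and 10 Gy 2 of the 10 splits did so at each time. At 72 h the split with 187 genes set replicates 1 and 3 of 10 Gy with replicate 3 of 8 Gy against the rest, which points to a structure of these samples other than dose. At 24 h the split with 34 genes set replicates 1 and 2 of 10 Gy with replicate 3 of 8 Gy, which points to such a structure too. With the GC correction the real split between 8 and 10 Gy gave 121 genes at 72 h and the highest other 45, and at 24 h 13 and 25, so part of this structure may follow GC content.

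Regroupings of the 18 libraries of a time, 100 of them with the real one, gave at most 0 genes common to all 5 doses, against 246 at 24 h and 47 at 72 h in fits to those libraries. Only 1 of the 100, the real one, gave as many at either time. The regroupings mixed doses within each group, which widens the spread and leaves few calls possible. They can therefore not exclude an arbitrary grouping as the source. For the gene lists, 215 of 310 tests were called, and the regroupings gave up to 158. These regroupings still carry part of the dose effect, so how many of their calls are false was not tested. Here too 1 of the 100 gave as many.

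GC content moved with the groups in part. The mean difference between genes in the top and the bottom 10% of GC content was 0.16, 0.08, 0.09, 0.14, 0.21 and 0.10 from 0 to 10 Gy at 24 h, and −0.15, −0.26, −0.25, −0.10, −0.02 and −0.01 at 72 h, on the log2 scale. The SD within a group ran from 0.11 to 0.32 (n = 3), so most differences between doses were of the size of this spread or smaller. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change with GC content was 0.32 between 4 and 8 Gy and 0.28 between 2 and 4 Gy at 72 h, −0.26 between 8 and 10 Gy at 24 h and −0.23 at 1 Gy at 72 h. With the GC correction, the counts were 342, 411, 715, 921 and 1072 at 24 h and 75, 621, 1577, 2038 and 2453 at 72 h. The comparison of times at 0 Gy had 743 calls after the correction, of which 634 were shared with the 821 before it. In a simulation of 8 against 0 Gy at 72 h with a GC trend added, the correction lowered the calls among unchanged genes from 97 to 0. The added trend was the same in every 8 Gy library, and no gene was changed by dose in this comparison. The simulation therefore does not show how the correction treats uneven trends or true dose effects that go with GC content.

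Long noncoding RNAs rose more often than they fell. At 24 h, 35, 38, 68, 81 and 106 were higher and 5, 5, 17, 28 and 34 lower from 1 to 10 Gy. At 72 h, 10, 55, 90, 172 and 172 were higher and 0, 20, 73, 51 and 116 lower. Mitochondrial transcripts took 0.793 to 0.935% of the counts of a group at 24 h and 0.483 to 0.615% at 72 h. The 20 most abundant genes took 17.2 to 20.4%.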
